A study of Drosophila melanogaster with 23 samples. Its data were reported in "A cis-regulatory element promoting increased transcription at low temperature in cultured ectothermic Drosophila cells" (2021).

How the data were processed

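Transcript levels were measured in S2R+ cells, a cultured cell line derived from Drosophila embryos, on 23 single-colour Agilent microarrays. According to the labels, cells were first kept for 36 h at 25 °C. They were then sampled at 0 h (3 arrays), after 12 h more at 25 °C (3 arrays, called t12_25), or after 4 h (5 arrays), 12 h (3 arrays), 24 h (5 arrays) and 72 h (4 arrays) at 14 °C. Groups and replicate numbers were taken from the sample titles alone.

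Per the file headers, each array was scanned and quantified by the authors with Agilent Feature Extraction version 10.7, and the deposited spot intensities were not normalized between arrays. Each file held 45019 spots, of which 43602 were gene spots that represented 32162 distinct probes. A table of log2 values deposited by the authors for the same arrays held 32161 probes. In the methods of the study these log2 values were background-corrected with normexp, quantile-normalized and adjusted by surrogate variable analysis. This table was used here only as an alternative. Array barcodes and scan dates placed the arrays on 7 slides and 2 scan dates, which are numbered here. Slides 4 and 7 held only arrays of the 4 h and 24 h groups. No spot was saturated on any array, and 6 arrays were marked by the quantification software as outside its quality range.

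The spot median intensities and local background medians were background-corrected with normexp (offset 50) on all spots, quantile-normalized over gene spots on the linear scale and then transformed to log2 with limma 3.58.1 in R 4.3.3. Spots with outlier flags were left out and the median over replicate spots of a probe was taken. The 51 missing values were filled with the group mean where a method needed complete data. A probe was to be kept at a log2 value above 6.6 on at least 3 arrays, the rule of the study. On this scale the rule removed no probe, and all 32162 probes were tested. The background correction contributed to this, together with the offset and the order of the steps. With an offset of 0 the rule kept 18265 probes, and with log2 taken before quantile normalization 24699. On 7 arrays, all from 14 °C, 23 gene spots had a local background above 3 times the array median. On 4 of these arrays the normexp fit broke down, and the median log2 intensity after correction was up to 9.87 in place of 6.67 with those backgrounds capped at the array median. Because normexp and quantile normalization keep the order of the spots within an array, the breakdown acted through the shared target distribution, whose dim end was raised. Differences between dim probes were thereby compressed. The analysis was kept as planned, and the capped version is given as an alternative chosen after seeing the data.

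The order of the log2 and quantile steps was also examined after the first counts had been seen. Both orders were run. With log2 taken first, 820 in place of 683 probes were called in the time course test. The planned order was retained. At an offset of 0, the quartiles of the authors' deposited log2 values (6.38, 6.59 and 9.04) were matched by the linear order (6.38, 6.59 and 9.05) and not with log2 first (4.87, 5.51 and 8.98). At the offset of 50 used here, neither order matched them (7.06, 7.19 and 9.18 for the linear order, 6.51, 6.72 and 9.12 with log2 first). Log2 first at both offsets, offset 0 and median scaling of the capped background are listed among the added alternatives.

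Differential expression was tested with lmFit and eBayes in limma over all 23 arrays, so that the groups shared one estimate of the spread. As in the methods of the study, 0 h and t12_25 arrays were pooled as a 25 °C baseline of 6 arrays for the time course and for each time point. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. All adjusted p-values are two-sided values from limma. Of 15 process lists, 14 had been curated by the study from gene annotation, and the other one held the heat shock genes it had examined. The probes were those given in its source tables. Lists were tested with camera in limma (preset correlation of 0.01), adjusted over 60 tests (15 lists at 4 time points), with fry and an estimated correlation beside it. Called probes were clustered by k-means on ranks over the arrays (k = 4, 100 starts). Correlations of log2 changes were set against 100 simulations of unchanged groups sharing the baseline arrays. The number of arrays limits the precision of every value.

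Gene names were taken from the probe annotation of the study and from the reference gene table, and 3398 of 32162 probes could be named. Of 16 genes that the study named for this time course or followed up in other experiments, 5 could be paired with a probe, and the others are not reported here. Named genes were chosen by a rule fixed before the data were examined. At 72 h these were the 5 highest and 5 lowest named genes among probes called there and in the time course test, with every 72 h array beyond every baseline array. The 3 highest and 3 lowest were taken by the same rule at 4 h, and the 2 highest and 2 lowest for the comparisons with t12_25. No coordinates are given, because the array was designed on build dm3 and the reference gene table is of a later release.

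The code was tested on simulated data with 32162 probes, of which 200 were changed. For the comparison of 72 h with the baseline, 199 changed probes and 0 unchanged probes were called. All simulated changes exceeded the fold limit, and the noise was independent between arrays, without a slide effect. This checks the code and gives no power or error rate for the real arrays. Whether equal replicate numbers pair the samples was checked through deviations from the group means. Over 49 pairs of arrays with the same number in different groups, these correlated with a median r of 0.53 (range -0.86 to 0.87). Over 169 pairs with other numbers the median r was -0.19 (range -0.85 to 0.87). Arrays with equal numbers thus tended to go together, but not in every pair. The numbers were not taken as pairs, and replicate number was fitted as a block among the alternatives. Alternatives covered background correction, normalization, the filter, slide, scan date, replicate number and residual singular vectors (as a stand-in for surrogate variables), array weights, the choice of baseline, the fold limit and each array left out in turn. No surrogate variable analysis was run.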

Results

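To follow the transcriptome of S2R+ cells after an instant shift from 25 to 14 °C, 23 microarrays from 6 groups were analysed. Replicate numbers per group were 3 for 0 h, 3 for t12_25 (12 h more at 25 °C), 5 for 4 h, 3 for 12 h, 5 for 24 h and 4 for 72 h. Between 15060 and 18697 of 32162 probes per array were well above background (46.8% to 58.1%). Normalized log2 intensities of replicate arrays correlated across probes with a median r of 0.993 over 35 pairs within groups, and arrays of different groups with a median r of 0.989 over 218 pairs. Probes are not independent replicates.

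The slide on which an array was hybridized had a large effect on the values. The first principal component carried 44.1% of the variance, and slide accounted for 97.8% of it (permutation p 0.0001, the smallest that the reassignments can give). Group accounted for 10.72% of this component (permutation p 0.838). The second component carried 25.0% of the variance and ordered the arrays by time at 14 °C. For this reason, slide was also fitted as a block. Arrays of 4 h and 24 h shared no slide with the baseline, so their changes with slide as a block rest on links through the other groups.

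**Figure D1:**
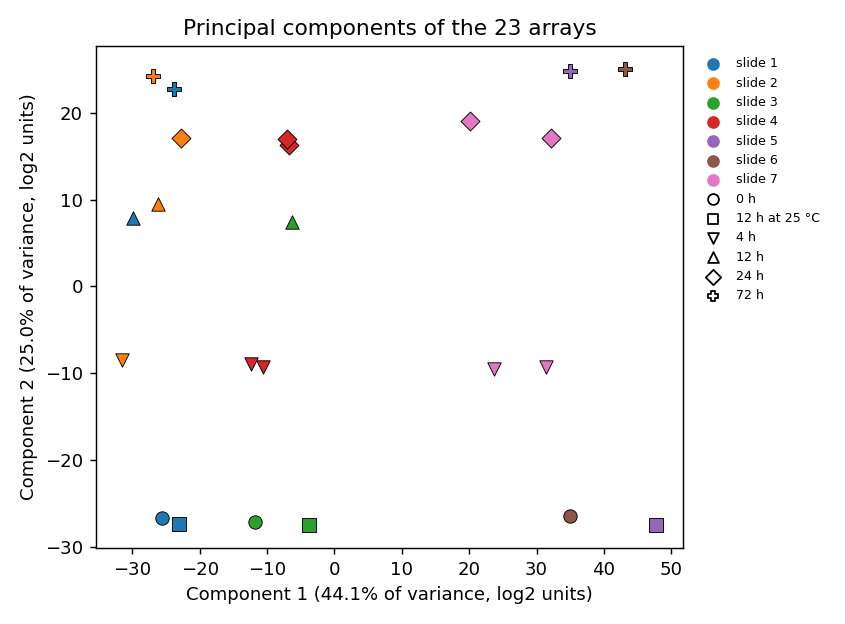
Each point is 1 of the 23 arrays, placed by its scores on the first and second principal component of log2 intensities (44.1% and 25.0% of the variance), with the slide as colour and the group as symbol. Arrays of one slide lie close together along the first component, and the groups lie in order of time at 14 °C along the second.

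Cells kept at 25 °C were compared first. Group means of t12_25 and 0 h correlated with an r of 0.999 across 32162 probes. With limma, 0 probes were called between them, 2 passed the adjusted p without the fold limit, and 1330 (4.14%) had an unadjusted p under 0.05. In the authors' processed values 1 probe was called. With 3 arrays against 3, the precision of this comparison was limited. Both groups were pooled as the 25 °C baseline.

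Over the time course, signals of 683 probes (603 genes or transcripts) were affected by the downshift. Leaving out the fold limit moved this count most, to 6161 probes, and among the processing alternatives scaling of each array by its 75th percentile did, to 1623. Capping the local background of 23 spots that disturbed the background correction gave 983 probes, which included all of the 683. At 4 h, 59 probes were higher and 10 lower than at baseline. At 12 h, 193 were higher and 76 lower, and at 24 h 189 were higher and 177 lower. At 72 h, 265 were higher and 221 lower. Of the 486 probes called at 72 h, 473 (97.3%) had every 72 h array beyond every baseline array. Chance gives 0.952% for probes not selected, whereas these were selected for a difference between the same arrays. No gene had probes called in opposite directions at 72 h, where 46 genes had more than 1 called probe.

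**Figure D2:**
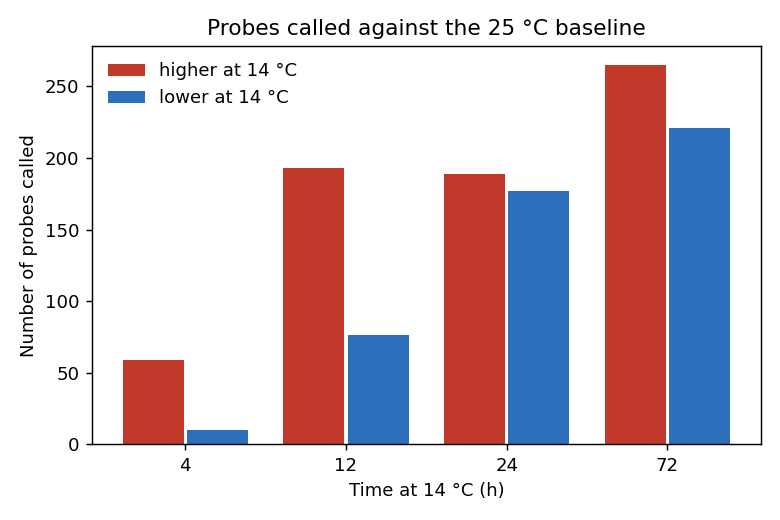
Bars give the number of probes called against the 25 °C baseline (6 arrays) at each time at 14 °C, with higher and lower probes side by side. The counts rise from 59 higher and 10 lower at 4 h to 265 higher and 221 lower at 72 h.

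Among named genes at 72 h, Prip increased most, from a log2 intensity of 9.81 ± 0.18 (SD, n = 6) at baseline to 12.49 ± 0.11 (SD, n = 4), a log2 change of 2.69 (SE 0.13, adjusted p 7.35e-12 in limma). RpLP1 (1.97), ItgaPS4 (1.81), Zasp52 (1.77) and betaTub97EF (1.74) followed in log2 change, with adjusted p-values in limma of 6.89e-09, 3.47e-08, 1.79e-06 and 1.72e-09. RpLP1 had 1 other probe, which changed in the same direction by an amount not given here. In another array experiment of the study, only RpLP1 transcripts ending at the most distal polyadenylation site rose at low temperature. The value for RpLP1 may therefore not hold for all of its transcripts. CG12896 decreased most, from 12.01 ± 0.33 (SD, n = 6) to 8.33 ± 0.42 (SD, n = 4), a log2 change of -3.69 (SE 0.19, adjusted p 3.15e-11 in limma). Prx6c (-3.62), CG34232 (-3.08), CG31075 (-1.90) and Prim1 (-1.60) followed, with adjusted p-values in limma of 6.15e-10, 4.52e-12, 4.31e-10 and 5.61e-10. Against t12_25 alone, 294 probes were higher and 226 lower at 72 h. Prip (log2 change 2.77) and betaTub97EF (1.94) were the highest named genes in this comparison, CG12896 (-3.83) and Prx6c (-3.80) the lowest. The comparison addresses cell density, which the study gives as comparable for these groups.

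At 4 h, CG15097 (log2 change 1.48, SE 0.098), Tat (1.46, SE 0.056) and lncRNA:Hsromega (1.31, SE 0.31) were the highest named genes by the planned processing, with adjusted p-values in limma of 4.27e-09, 1.66e-12 and 0.0124. Tat was well above background on 3 of the 6 baseline arrays, and its change was compressed at the dim end. It exceeded CG15097 in log2 change without background correction (Tat 2.55, CG15097 1.64) and under scaling by the 75th percentile (Tat 5.17, CG15097 1.74). With slide as a block, lncRNA:Hsromega was no longer called (1.24, adjusted p 0.072), nor with 0 h alone as the baseline (1.18, adjusted p 0.128). DnaJ-1 was the only named gene that met the rule for a decrease, by its probe with the largest change (-1.29, SE 0.24, adjusted p 0.0013 in limma). From 4 h to 72 h CG15097 and Tat fell by 1.004 and 0.80 on the log2 scale.

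Genes that the study named for this time course (betaTub97EF, Hsp26 and DnaJ-1) or in its later experiments (Pvf3 and Ets97D) were examined by their brightest probe. Pvf3 was higher at 72 h (log2 change 1.47, SE 0.20, adjusted p 1.13e-05 in limma) and its change at 4 h did not pass (0.58, adjusted p 0.0769). At 4 h Pvf3 passed under most alternatives, among them the authors' processed values (0.69, adjusted p 0.00137), capped background (0.74, adjusted p 0.0258) and scan date as a block (0.60, adjusted p 0.0471). Its change at 4 h was -0.036 with slide as a block (adjusted p 0.987), so it was not separable from slide. Hsp26 did not pass the adjusted threshold at 4 h (0.83, SE 0.27, adjusted p 0.0801) or 72 h (0.51, SE 0.29, adjusted p 0.286). The Hsp26 probe was nevertheless called in the time course test, so its change reached the fold limit at 12 h or 24 h. At 4 h it passed under most alternatives, among them the authors' processed values (0.88, adjusted p 0.0032), scan date as a block (0.93, adjusted p 0.0022) and capped background (0.88, adjusted p 0.038), but not with slide as a block (1.07, adjusted p 0.173). With array weights it also passed at 72 h (0.83, adjusted p 0.024). For DnaJ-1 (-0.13, adjusted p 0.758) and Ets97D (-0.21, adjusted p 0.529) no difference at 72 h was detectable. The DnaJ-1 probe was called in the time course test, however, and rose by 0.99 from 4 h to 72 h (adjusted p 0.00352 in limma). The study listed DnaJ-1, like Hsp26, in its cluster with a transient increase. Here the 4 h change of DnaJ-1 was a decrease (-1.29 for its probe with the largest change). At 4 h betaTub97EF was only slightly higher (0.47, adjusted p 0.0129), and not past the threshold with slide as a block (0.48, adjusted p 0.39). It also did not pass with 0 h alone as the baseline (0.27, adjusted p 0.298) or under median scaling (0.38, adjusted p 0.244). Under the other alternatives it passed.

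Changes built up over time. Of the 683 probes, 375 (54.9%) had their largest change at 72 h, 154 (22.5%) at 24 h, 131 (19.2%) at 12 h and 23 (3.37%) at 4 h. A change of the same sign at all 4 time points was found for 638 probes (93.4%). Transient changes, with a change at 72 h under 0.5 times the largest, were found for 66 probes (9.66%), of which 50 were increases and 16 decreases. Between successive time points few probes were called, 12 between 4 h and 12 h (7 higher, 5 lower), 4 between 12 h and 24 h (all lower) and 36 between 24 h and 72 h (27 higher, 9 lower). With slide as a block these counts were 25, 1 and 45. Against t12_25 alone, 216 probes were higher and 71 lower at 12 h. Log2 changes at 24 h and 72 h correlated across probes with an r of 0.844, and those at 4 h and 72 h with an r of 0.569. Simulated unchanged groups with the shared baseline gave mean r values of 0.423 and 0.424. These simulations drew independent noise for each probe and array, without a slide effect. They account for the shared baseline only, so a contribution of slide to the correlations cannot be judged from them.

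In k-means clustering, the 683 probes fell into clusters of 258, 200, 133 and 92 probes. The first cluster had mean log2 changes of 0.36, 0.76, 0.96 and 1.35 at 4, 12, 24 and 72 h, and the second had -0.30, -0.64, -1.06 and -1.18. The third rose early, to 0.90 and 1.24 at 4 and 12 h, and then declined to 0.74 at 72 h, and 52 of the transient probes were in it. The last cluster had -0.36, -0.93, -1.06 and -1.16.

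Of 15 process lists, 11 passed the threshold at 72 h in camera, 4 of them higher and 7 lower, and all 11 also passed in fry. With an estimated correlation 6 passed. The heat shock, lipid metabolism, insulin/TOR signaling, peroxisome and beta oxidation lists then did not. The S phase list (53 probes) showed the largest change, with mean log2 changes of -0.12, -0.48, -0.75 and -0.76 at 4, 12, 24 and 72 h (SD over 4 arrays 0.040 at 72 h, SD over 6 baseline arrays 0.035). All 4 arrays of the 72 h group lay below all baseline arrays (adjusted p 4.58e-33 in limma camera with the preset correlation). With an estimated correlation, the adjusted p in limma camera was 0.00224. Of its probes, 41 passed at 72 h without the fold limit over all probes, and 46 adjusted over the list alone. The M phase list (45 probes) decreased to -0.49 at 72 h (SD 0.041, adjusted p 6.78e-19 in limma camera, 0.00923 with an estimated correlation). Smaller decreases at 72 h were found for amino acid catabolism (-0.30), oxidative phosphorylation (-0.22), peroxisome (-0.22) and mitochondrial ribosome (-0.18). Increases were found for glycolysis (0.27), lipid metabolism (0.26), insulin/TOR signaling (0.20) and beta oxidation (0.13, adjusted p 0.0437 in limma camera). The beta oxidation list lost its call under most alternatives, slide as a block among them (0.11, adjusted p 0.105), and without any 1 of 6 arrays, with a mean log2 change of 0.063 and an adjusted p of 0.208 without 72 h replicate 4. Amino acid catabolism did not pass with the filter on signal above background (adjusted p 0.0631) or with capped background (adjusted p 0.0501). Autophagy (0.08), cytoplasmic ribosome (0.08), proteasome (-0.06) and TCA cycle (-0.02) did not pass in camera. In fry 13 lists passed, autophagy (adjusted p 0.0321) and TCA cycle (adjusted p 0.0336) among them. Cytoplasmic ribosome passed in camera with the authors' processed values (0.11, adjusted p 0.0445), and proteasome with 0 h alone as the baseline (-0.12, adjusted p 0.0111).

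The heat shock (Hsp) list (19 probes) decreased to -0.48 at 72 h (SD 0.21, n = 4), with 3 of 4 arrays below all baseline arrays (adjusted p 5.27e-06 in limma camera). With an estimated correlation this list did not pass at 72 h (adjusted p 0.104 in limma camera). At 4 h its mean change was -0.26 (SD 0.16 over 5 arrays, SD 0.18 over 6 baseline arrays, adjusted p 0.00477 in limma camera), and with slide as a block it was 0.012 (adjusted p 0.874). At 12 h the mean change was -0.13 (adjusted p 0.0226 in limma camera), and -0.12 with slide as a block (adjusted p 0.00957). The list did not pass at 12 h in fry (adjusted p 0.0814) or, among other alternatives, with the authors' processed values (-0.17, adjusted p 0.154). At 24 h the mean change was -0.17, with the opposite sign with slide as a block (0.10) and under median scaling (0.032). A change of this list at 4 h or 24 h was therefore not separable from slide.

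**Figure D3:**
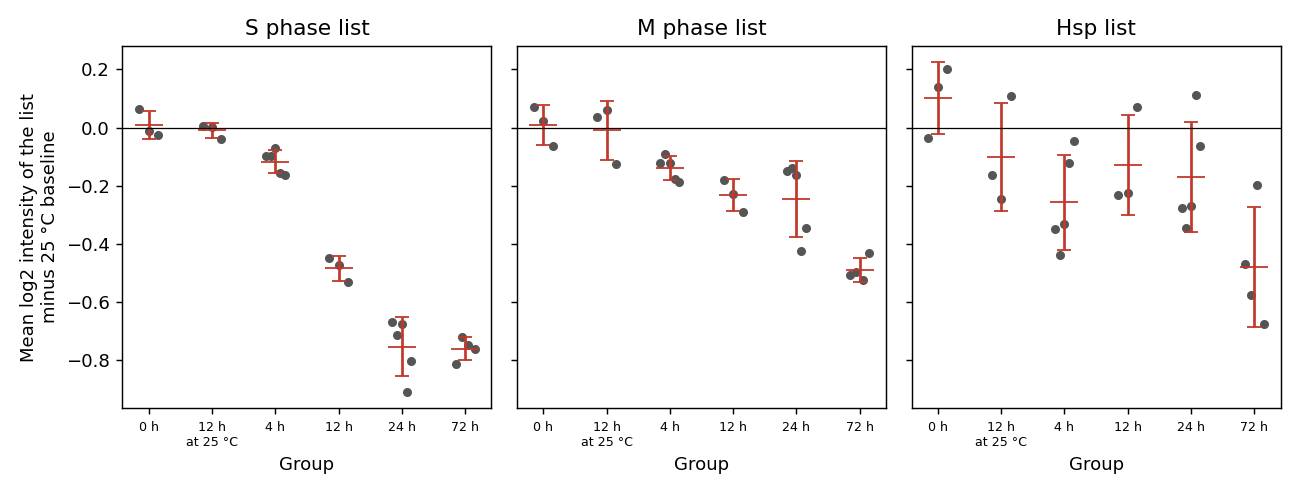
Each point is the mean log2 intensity of the S phase, M phase or Hsp list on 1 array, relative to the mean of the 6 baseline arrays, and bars show the mean and SD of each group. S phase values at 72 h lie near -0.76 and M phase values near -0.49, below all baseline arrays, whereas Hsp values scatter with an SD of 0.21 at 72 h.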

Values the study reported

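The study reported 949 probes with signals affected by the downshift to 14 °C. Its k-means clusters held 394 probes with a gradual increase, 374 with a gradual decrease, 130 with a transient increase and 51 with a transient decrease. The lowest FDR for the enrichment of cell cycle genes among the gradually decreasing probes was 4.15e-26. For stress genes in the cluster with a transient increase, which held 95 genes, a p value of 0.0065 was given.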

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

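None of the tests in this part was chosen after the value it measures had been seen, although the patterns were found in the same data. Effects at 72 h and 4 h were compared directly. Between these time points 10 of 15 lists differed (limma camera, adjusted over the lists). The differences, 72 h minus 4 h in mean log2, were -0.64 for S phase, -0.35 for M phase, -0.27 for amino acid catabolism, -0.22 for Hsp, -0.20 for oxidative phosphorylation, -0.13 for proteasome, -0.098 for mitochondrial ribosome, -0.091 for TCA cycle, 0.17 for glycolysis and 0.13 for lipid metabolism. The 4 h arrays lie mostly on slides without 72 h arrays, so slide was tested as the source. With slide as a block the S phase difference was -0.56 and stayed past the threshold, which argues against slide as the whole cause. The Hsp difference was -0.47 with slide as a block, TCA cycle no longer passed (-0.095, adjusted p 0.0931), and insulin/TOR signaling (0.16, adjusted p 0.004) and cytoplasmic ribosome (0.078, adjusted p 0.00643) now did. Slower division at 14 °C is a biological explanation that was not tested with these arrays. In cell counts by the study, the number of live cells did not rise steadily at 14 °C.

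Single genes differed between 72 h and 4 h as well, in limma over all probes. The log2 differences were 2.59 for Prip, 1.08 for RpLP1, 1.76 for ItgaPS4, 1.43 for Zasp52, 1.27 for betaTub97EF, 0.95 for DnaJ-1 and 0.90 for Pvf3. Lower at 72 h than at 4 h were CG12896 (-3.61), Prx6c (-3.50), CG34232 (-2.76), CG31075 (-1.51), Prim1 (-1.41), CG15097 (-1.004) and Tat (-0.80). Most of these genes had been chosen for a large change at 72 h or 4 h, so a difference follows in part from the choice.

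In 7 of 96 groups of values examined (7.29%, where chance gives about 1 in 20), 1 array stood far from the others, with a gap to its neighbour as a share of the range above the critical value. These were the amino acid catabolism list in 4 h replicate 4 (0.756), the proteasome list in 24 h replicate 5 (0.761), betaTub97EF in 24 h replicate 4 (0.717), CG31075 in 4 h replicate 4 (0.733) and in 24 h replicate 5 (0.725), Prim1 in 24 h replicate 4 (0.731) and Ets97D in 72 h replicate 1 (0.847). Low array quality was tested as the source. Of the far arrays 14.3% were outside the quality range of the quantification software, against 28.6% of the arrays examined. With 7 far values, several of them from the same arrays, this decides nothing, so array quality and chance remain open. No biological explanation was tested.

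Negative control spots, which match no Drosophila transcript and were used in no comparison, were brighter before normalization at 72 h than at baseline, by 0.60 on the log2 scale (exact permutation test, two-sided, 210 splits, p 0.019). Means were 5.71 ± 0.38 (SD, n = 4) and 5.12 ± 0.22 (SD, n = 6), and 3 of 4 arrays of the 72 h group lay above all baseline arrays. If scan date were the source, the difference would vanish within a scan date. It was 0.42 within scan 1 and 0.64 within scan 2, which argues against scan date. The same 3 arrays were outside the quality range of the quantification software, so array quality stays open, as do labelling and washing. No biological explanation was tested, and quantile normalization removes a shift common to all spots of an array.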

How the results depend on the processing

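Capped local background, offset 0, log2 before quantile with either offset and median scaling of the capped background were chosen after seeing the data. Counts are called the same here within a factor of 1.5. The time course count stayed so except for 1058 with median scaling of the capped background, 1195 without background correction, 1324 with log2 before quantile and offset 0, 1623 under the 75th percentile of processed signals and 6161 without the fold limit.

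Without background correction, counts were 168 at 4 h, 530 at 12 h, 620 at 24 h, 842 at 72 h, 885 for 72 h against t12_25, 573 for 12 h against t12_25, 39 for 12 h against 4 h and 75 for 72 h against 24 h. With the 75th percentile they were 325, 870, 969, 1214, 1261, 896, 82 and 143 in the same order, with 16 for 24 h against 12 h and a share with the largest change at 72 h of 48.7%. Without the fold limit they were 1954, 3669, 4961, 5458, 4248, 2760, 502 and 1029, with 118 for 24 h against 12 h and 2 for t12_25 against 0 h. The authors' processed values gave 412 at 12 h, 1 for t12_25 against 0 h, 525 for 12 h against t12_25, 38 for 12 h against 4 h, 34 for 24 h against 12 h and 57 for 72 h against 24 h. Capped local background gave 121 at 4 h, 421 at 12 h, 455 for 12 h against t12_25, 24 for 12 h against 4 h and 61 for 72 h against 24 h. By construction, capping undoes the compression of dim probes in the planned version. Offset 0 gave 22 for 12 h against 4 h. Log2 before quantile with offset 0 gave 200, 612, 733, 941, 985, 644, 43 and 87 in the order above.

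Median scaling gave 189 at 4 h, 608 at 24 h, 860 at 72 h, 0 for 24 h against 12 h and 19 for 72 h against 24 h. This scaling used the median of brighter probes only on each array, so the median over all probes was free to move. The median change over all probes was then 0.76, 0.25, 0.68 and 0.99 at 4, 12, 24 and 72 h. With median scaling of the capped background it was 0.072, 0.14, 0.15 and 0.19, so the broken background fits account for part of the shift. The scaling itself allowed the rest, since it does not hold dimmer probes in place, and what moved these probes was not tested. The size of the median shift was below 0.1 under the other background and scaling settings. That capped version gave 155 at 4 h, 450 at 12 h, 576 at 24 h, 771 at 72 h, 781 for 72 h against t12_25, 475 for 12 h against t12_25 and 20 for 12 h against 4 h. Its share of higher calls was 61.6% at 24 h, 67.7% at 72 h and 66.5% for 72 h against t12_25. Without the cap, the share of higher calls was 69.9% in place of 51.6% at 24 h, 77.0% in place of 54.5% at 72 h, 70.8% in place of 56.5% for 72 h against t12_25 and 52.6% in place of 75% for 72 h against 24 h. In the authors' processed values it was 57.0% in place of 75.3% for 12 h against t12_25, 36.8% in place of 58.3% for 12 h against 4 h and 82.4% in place of 0% for 24 h against 12 h. Signs under median scaling are read relative to that shift. List values with reversed sign there were amino acid catabolism (0.17), autophagy (0.091), cytoplasmic ribosome (-0.052) and oxidative phosphorylation (0.0078) at 4 h, Hsp (0.032) and proteasome (-0.00037) at 24 h and TCA cycle (0.042) at 72 h, and with the cap cytoplasmic ribosome (-0.014) at 4 h. With slide as a block the Hsp list reversed at 4 h (0.012) and 24 h (0.10), and the cause was not tested further.

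Slide as a block gave 25 for 12 h against 4 h and 1 for 24 h against 12 h, and scan date as a block 2 for the latter. Either number of residual singular vectors gave 1 for t12_25 against 0 h, 23 for 12 h against 4 h and 19 for 24 h against 12 h. The cause of these differences was not tested. The replicate block gave 722 for the time course and 500 at 72 h and moved no count by over a factor of 1.5. An estimated correlation left 6 lists past the threshold at 72 h, and with k = 2 the larger cluster held 391 probes by construction. Under most alternatives the beta oxidation list lost its call at 72 h, and under median scaling so did glycolysis and insulin/TOR signaling (with and without the cap) and lipid metabolism (without it). Over all alternatives except single arrays left out, 5 called values of named genes and 97 of lists lost their call, and 27 and 24 gained one, those with a reversed sign included. The filter on signal well above background gave 689 for the time course and 490 at 72 h.

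With each array left out in turn, the time course count ranged from 670 to 721, 4 h from 62 to 73, 12 h from 223 to 300, 24 h from 360 to 384 and 72 h from 479 to 516. Ranges were 513 to 578 for 72 h against t12_25, 223 to 423 for 12 h against t12_25, 11 to 18 for 12 h against 4 h, 31 to 49 for 72 h against 24 h and 10 to 11 for the lists. The share with the largest change at 72 h ranged from 51.2% to 57.2%. For 24 h against 12 h the range was 2 to 4, with 2 without any single 12 h array or 24 h replicate 2. For t12_25 against 0 h it was 0 to 1, with 1 without t12_25 replicate 3 or 24 h replicate 4. Signal over background limits the probes not well above background, whose changes are understated by the raised dim end.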

Other observations

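The tests on the dim end of the intensities, on slide and the first component, on the S phase list with the quality range as a covariate and with median scaling of the capped background, and the shares of increases at 4 h other than under the 75th percentile were chosen after the result was seen. Fewer probes (683) were clustered here than in the study. With the same test on the authors' processed values 956 probes were called, among them 682 of the 683. The lower number here therefore goes with the processing. The largest cluster here held 258 probes. That is lower than the value quoted from the study above for the gradual increase. The falling cluster with the most probes held 200. That is lower than the value quoted from the study above for the gradual decrease. The cluster with an early rise held 133, close to the value quoted for the transient increase. No cluster here had a mean profile of transient decrease.

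The floor of 6.6 removed no probe with the planned background correction, and 15503 of 32162 probes were kept once the extreme local backgrounds were capped. This is consistent with a broken normexp fit on 4 arrays as a part of the cause. The offset and the order of the steps mattered too, since with the uncapped backgrounds 18265 probes were kept at an offset of 0 and 24699 with log2 first at the offset of 50. The quartiles of the authors' processed values were matched with an offset of 0 and the same uncapped backgrounds, so a shared origin is a candidate explanation for their dim end too. No biological explanation was tested.

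Slide explained 97.8% of the first principal component and group 10.72%, no more than reassigned groups did. A batch effect of the slides may therefore be the largest single source of variance, which does not exclude effects of time elsewhere.

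The number of calls was compared with other splits of the same arrays. At 4 h 1 of 100, at 12 h 1 of 84, at 24 h 1 of 100 and at 72 h 1 of 100 splits gave as many calls as the real one, counting it, and in the time course test 1 of 100, so chance can be excluded there. The same held for 12 h against 4 h (1 of 56), 24 h against 12 h (1 of 56) and 72 h against 24 h (2 of 100). The splits take no account of slide. With slide as a block, 12 h against 4 h gave 25 calls and 24 h against 12 h gave 1 in place of 4, so slide stays open for the latter. For 72 h against t12_25, 2 of 35 splits gave as many, so chance cannot be excluded by this count. In both comparisons with 2 splits the other split followed the slides. It parted arrays of slides 5 and 6 from those of slides 1, 2 and 3, with 765 calls, or arrays of slides 5, 6 and 7 from those of slides 1, 2 and 4, with 489 calls against 36. With slide as a block the real splits gave 545 and 45 calls. For 12 h against t12_25 (1 of 10) the real split gave 287 calls and the other splits at most 0. With 10 splits the lowest possible result is 1 of 10, so this count cannot exclude chance. For t12_25 against 0 h (10 of 10) the real split gave 0 calls, which every split ties, so the count decides nothing. The number of process lists past the threshold at 72 h was reached by 7 of 100 splits, whose median was 4 lists. Chance can therefore not be excluded for the number of lists, and camera with a preset correlation may be too lenient where slides move many probes together.

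For the S phase list alone, technical sources were tested at 72 h. Its mean log2 change was -0.75 with slide as a block and -0.62 under median scaling, and both kept the sign and passed the threshold. Median scaling here carries a median shift of 0.99 over all probes at 72 h, so relative to the other probes the list was lower still. With median scaling of the capped background, where that shift was 0.19, the list changed by -0.75. Leaving out the 6 arrays outside the quality range of the quantification software, as planned, left 1 array at 72 h and decided nothing. With that range as a covariate over all arrays, the change at 72 h was -0.73 (SE 0.049), and lying outside the range went with a change of -0.037 (SE 0.040) within groups. All 5 arrays at 24 h were within the range and lay between -0.91 and -0.67, below all baseline arrays. These values argue against slide, quantile normalization and array quality by this range as the whole cause. A decrease in the share of cycling cells may be a hypothesis for this list, found and read on the same data and not tested here.

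At 4 h 85.5% of calls were increases. Under scaling by the 75th percentile the share was 80.6%, but this scaling left the median change at 4 h near 0 as quantile normalization did, so the share decides nothing about normalization as the source. Under median scaling, which raised the median change to 0.76, it was 95.2%, and 89.7% with the capped background, where the median change was 0.072. Normalization stays open. The excess of increases holds only past the fold limit, since without it 1016 probes were higher and 938 lower (52.0% higher). No biological explanation was tested.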
